# PKC Activation Induces Inflammatory Response and Cell Death in Human Bronchial Epithelial Cells

**DOI:** 10.1371/journal.pone.0064182

**Published:** 2013-05-17

**Authors:** Hyunhee Kim, Ricardo Zamel, Xiao-Hui Bai, Mingyao Liu

## Abstract

A variety of airborne pathogens can induce inflammatory responses in airway epithelial cells, which is a crucial component of host defence. However, excessive inflammatory responses and chronic inflammation also contribute to different diseases of the respiratory system. We hypothesized that the activation of protein kinase C (PKC) is one of the essential mechanisms of inflammatory response in airway epithelial cells. In the present study, we stimulated human bronchial lung epithelial (BEAS-2B) cells with the phorbol ester Phorbol 12, 13-dibutyrate (PDBu), and examined gene expression profile using microarrays. Microarray analysis suggests that PKC activation induced dramatic changes in gene expression related to multiple cellular functions. The top two interaction networks generated from these changes were centered on NFκB and TNF-α, which are two commonly known pathways for cell death and inflammation. Subsequent tests confirmed the decrease in cell viability and an increase in the production of various cytokines. Interestingly, each of the increased cytokines was differentially regulated at mRNA and/or protein levels by different sub-classes of PKC isozymes. We conclude that pathological cell death and cytokine production in airway epithelial cells in various situations may be mediated through PKC related signaling pathways. These findings suggest that PKCs can be new targets for treatment of lung diseases.

## Introduction

Airway epithelial cells are in the front line of host defence against various airborne pathogens, allergens, and irritants [1]. Airway epithelium functions as a physical barrier with secretion and clearance functions. In addition, airway epithelial cells can produce cytokines and chemokines to initiate local inflammatory and immune response. After airway injury, epithelial cell migration occurs as an early mechanism of repair, and this is mediated by cytokines and growth factors. Subsequent cell proliferation and differentiation restore the damaged epithelium [2]. Malfunction of cellular responses may lead to various chronic inflammatory diseases, such as asthma and chronic obstructive pulmonary disease [1].

The inflammatory responses of airway epithelial cells are an important component in innate immunity. However, excessive inflammatory responses can lead to cell death and tissue damage, and ultimately, chronic inflammation may contribute to the pathogenesis of airway diseases. Thus, inflammatory responses require precise regulation mediated by multiple intracellular signal transduction pathways [3].

Protein Kinase C (PKC) is a well-known family of homologous serine threonine kinases with a prominent role in many cellular functions. A total of 15 isozymes of PKC have been identified, and they are subsequently classified into 3 general subfamilies depending on their specific mode of activation: classical, novel, and atypical [4]. Pulmonary insult by various harmful substances can lead to activation of multiple PKC subtypes in airway epithelial cells. For example, in pulmonary epithelial cells exposed to asbestos, a carcinogen, PKCδ is activated and translocated to the nucleus [5]. One study suggests that cell death induced by asbestos is PKCδ-dependent [6]. PKC activation can induce dramatic morphological changes of human bronchial epithelial cells that lead to podosome formation, which is followed by secretion of matrix metalloproteases and alteration in cell motility [7], [8]. Cigarette smoking induces IL-8 production and inhibition of ciliary motility in airway epithelial cells via PKC activation [9], [10]. PKCα expression is noticeably high in the airway of COPD patients [11]. In the case of asthma, β-adrenergic receptor expression is increased by IL-1β stimulation and this is mediated by PKC [12].

These experimental and clinical observations suggest that PKC activation could be one of the essential mechanisms regulating the response of airway epithelial cells when they are stimulated by a variety of injurious factors. In this study, we hypothesized that PKC activation has profound effects on human airway epithelial cells through gene expression, cell proliferation, cell survival, motility, and especially the activation of inflammatory responses. We examined the effect of direct PKC activation in airway epithelial cells on gene expression using microarray, and further studied its impacts on the cell death and production of inflammatory mediators at both gene and protein levels.

## Materials and Methods

### Cell line and reagents

Human bronchial epithelial cell line (BEAS-2B) was obtained from ATCC (Manassas, VA) [7], [8], [13]. Cells are cultured in low-glucose Dulbecco's modified Eagle's medium (DMEM) with 10% fetal bovine serum (FBS; GIBCO, Carlsbad, CA) [14]. Cells were grown at 37°C with 5% CO_2_. Phorbol 12,13-dibutyrate (PDBu), a PKC activator, was purchased from Sigma Aldrich (St. Louis, MO). Bisindolylmaleimide I (BIM-1), Ro-31-8220, GÖ6976, and rottlerin were purchased from EMD Bioscience (Darmstadt, Germany) [7].

### SiRNA

PKCα, PKCδ, and scramble siRNA (Santa Cruz Biotechnology, Santa Cruz, CA) were transfected into BEAS-2B cells using Oligofectamine (Invitrogen, Carlsbad, CA), as we previously described [7], [13]. Cells were plated in 6 well plates at concentration of 150,000 cells per well. Each of the wells had 50 nM of siRNA and 10 µM of Oligofectamine, diluted in optiMEM. After the transfection, cells were incubated for 24 hours, washed and incubated again in DMEM with 10% fetal bovine serum for another 48 hours before PDBu stimulation.

### Microarray

The mRNA expression profile in BEAS-2B cells was investigated with microarray, as we previously described [15]. Three groups were prepared: control, 0.5 hour of PDBu stimulation, and 4 hours of PDBu stimulation. Each group consisted of three biological replicates. RNeasy kit (Qiagen, Valencia, CA) was used to extract total RNA. High-Capacity cDNA Reverse Transcription kits (Applied Biosystems, Foster City, CA) and PTC-100™ Programmable Thermal controller (MJ Research Inc., Watertown, MA) were used to synthesize cDNA. The RNA Integrity Number (RIN) was determined by Agilent Bioanalyzer 2100 (Agilent Technologies, Inc., Santa Clara, CA). The microarray used was Human Gene ST 1.0, containing 28,132 probe sets from Affymetrix (Santa Clara, CA). Affymetrix CEL files were imported and analyzed using Partek software (Partek Inc., St. Louis, MO). Microarray data were pre-processed using the robust multi-array average (RMA) technique. Principle Component Analysis (PCA), Hierarchical cluster analysis, and differential expression analysis (ANOVA) were performed in Partek. Benjamini-Hochberg false discovery rate adjustment was used to correct for multiple testing. Interaction networks were generated using Ingenuity Pathway Analysis (IPA; Ingenuity Systems, Inc., Redwood City, CA). Gene-annotation enrichment analysis was performed using DAVID Functional Annotation bioinformatics analysis (National Institute of Allergy and Infectious Diseases, NIH). The microarray data has been deposited in the Gene Expression Omnibus (GEO) repository (accession number GSE44747).

### Cell viability assay

BEAS-2B cells were cultured in a 6-well plate at 300,000 cells per well for 24 hours. The cells were then treated with or without PDBu, trypsinized and resuspended in the culture medium. Viable cells were counted with a Sceptor 2.0 Handheld Automated Cell Counter (EMD Millipore, Billerica, MA).

### Quantitative RT-PCR

The primers used for quantitative reverse transcription were as shown in Table S1. The total RNA was extracted using TRIzol Reagent (Invitrogen, Carlsbad, CA). qRT-PCR was performed with 2×QuantiTect SYBR Green PCR kit (Qiagen, Mississauga, Canada) on LightCycler480 (Roche, Mannheim, Germany) as previously described [15]–[17]. Each assay had a standard curve of five serial dilutions and a no-template negative control.

### Measurement of soluble cytokines and chemokines in culture medium

After cells were stimulated with PDBu for 0.5 or 4 hours, culture medium was collected, centrifuged at 10,000 rpm, and the supernatant was stored at −80°C. Cytokines, chemokines and growth factors in the culture medium were quantified using MILLIPLEX MAP Human Cytokine/Chemokine - Premixed 42 Plex (Category number: MPXHCYTO60KPMX42). Four replicates were tested in each of the groups. Concentrations of IL-6, IL-8, G-CSF, and GRO-1α in culture medium were also quantified with DuoSet®ELISA systems (R&D Systems, Minneapolis, MN). The medium was diluted either by 1∶5 or by 1∶10 to fit the standard curve of the kit. The assay was performed following the manufacturer's instructions.

### Western Blots and PKC Translocation assays

These experiments were performed according to the standard protocols as we previously described [7], [14], [18].

### Statistical tests

Student-t test and analysis of variance (ANOVA) with linear contrasts, followed by post hoc analysis (Tukey's range test), were used to compare the means of two or more groups. The significance cutoff was set to p≤0.05. The values are denoted as mean ± S.D. GraphPad Prism 5 software was used to calculate statistics and produce graphs.

## Results

### PKC activation results in significant changes in gene expression profile

To determine the overall effects of PKC activation on human bronchial epithelial cells, we first stimulated BEAS-2B cells with PDBu (500 nM, a dose selected from our previous studies) [7], [8]. PDBu treatment induced translocation of PKCα from cytosol to membrane fractions, and increased phosphorylation of other PKC isoforms in a time-dependent manner (Figure S1). Overall gene expression changes by PKC activation were examined using microarray. 

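RNA profiles were measured in BEAS-2B, an immortalized human bronchial epithelial cell line, on 9 arrays. The control, the 0.5 hours and the 4 hours of stimulation with 500 nM PDBu had 3 biological replicates each. PDBu is a phorbol ester that activates PKC in place of diacylglycerol. Each RNA sample was hybridized to an Affymetrix Human Gene ST 1.0 array, and the authors pre-processed the CEL files with RMA in Partek, so each deposited value is the log2 signal of a probe set after background correction and quantile normalization. The values were used as deposited and ranged from 1.62 to 14.3. Of 33297 probe sets in the table, the 21214 with a gene symbol were tested, and their median per array lay between 7.70 and 7.75. A single limma model with a mean per group was fitted to all 9 arrays, and linear contrasts compared each time point with control and the time points with each other. A probe set was called changed at a Benjamini-Hochberg FDR of at most 0.05 and a fold above 1.3, the thresholds that the paper states. A gene with several probe sets was represented by the brightest of those paired with it alone, and some genes that the paper names were not analysed here. The 42 gene lists, the rule for naming genes and most of the alternative settings were set before the data were examined; the settings chosen later are named as such in the closing part. The list members BCL2L11, CCL28, F2R, IL18, GAPDH, ACTB and B2M fell outside that rule and were named after the values were seen. Lists were tested with limma's camera at a preset correlation between genes of 0.01, adjusted over all lists and both comparisons with control. The number of arrays limits the precision of every value.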

We analyzed differences between three groups: control (no PDBu stimulation), 0.5 hours and 4 hours of PDBu stimulation. Principle Component Analysis (PCA) demonstrated that each of the groups is clearly distinct from each other (Figure 1A). 

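The 3 arrays of 4 hours of PDBu stimulation stood apart from the control and 0.5-hour arrays along principal component 1, which held 57.2% of the variance. The 4-hour arrays lay between 23.4 and 24.1 on this component, and the other 6 arrays lay between -13.6 and -10.3. The control and 0.5-hour arrays separated along component 3 (12.0% of the variance), where the controls lay between -9.33 and -6.06 and the 0.5-hour arrays between 4.77 and 12.3. Component 2 held 14.8% and set replicate 3 of the 4-hour group, at -16.1, apart from replicates 1 and 2, at 7.13 and 7.98. Over these 3 components the largest distance between arrays of 1 group was 26.9. It was below the smallest distance between a 4-hour array and a control array, 36.0, or a 0.5-hour array, 35.6, but above the smallest distance between a control and a 0.5-hour array, 15.9. The analysis was centred and not scaled, and component 1 held 31.2% when probe sets were scaled to unit variance and 36.6% when the probe sets without a gene symbol were included.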

We used ANOVA with linear contrasts for analysis of differential gene expression. We defined genes as significantly changed by false discovery rate (FDR) less than or equal to 5% and fold-change greater than 1.3. 

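After 0.5 hours of PDBu stimulation, the 3 largest rises among the genes analysed here were in genes of immediate early transcription factors, which are induced without new protein synthesis. EGR2, which stands above FOS in Table 1, was not analysed here. EGR1, a zinc finger transcription factor (probe set 8108370), rose from 9.98 ± 0.20 to 13.66 ± 0.04 (log2 signal, mean ± SD, n = 3 arrays), a 12.8-fold rise (adjusted p = 9.2e-08 from limma). The related EGR3 rose 8.32-fold, FOS, a subunit of the AP-1 transcription factor, 6.77-fold, and the AP-1 subunits JUNB and FOSB 3.10-fold and 2.82-fold. Of 30 measured immediate early genes, 22 rose and 8 did not pass the test (23 rose when adjusted over the list alone), and the list as a whole was shifted upward (camera, adjusted p = 4.7e-61, and adjusted p = 0.0206 with an estimated correlation). Of 45 cytokines and chemokines, 9 rose and 36 did not pass (10 rose when adjusted over the list alone; camera, adjusted p = 1.3e-10, and adjusted p = 0.0191 with an estimated correlation). The largest of these rises were in the neutrophil chemoattractants CXCL2, 3.46-fold, and CXCL8, which encodes IL-8, 3.35-fold, and in IL6, an inflammatory cytokine, 3.15-fold. Of 20 MAP kinase phosphatases and feedback inhibitors, 9 rose (9 when adjusted over the list alone), among them DUSP1, 3.19-fold, and DUSP5, 2.97-fold (camera, adjusted p = 1.9e-20, and adjusted p = 0.0382 with an estimated correlation). PTGS2, the inducible cyclooxygenase, rose 5.15-fold, ZFP36, which destabilizes cytokine mRNAs, 4.03-fold, and the primary transcript of miR-221 (MIR221) 3.81-fold. The largest fall was that of the linker histone gene H1-3, by 0.90 on the log2 scale (SE 0.07, adjusted p = 0.00013). Under the unmoderated test of the paper's general statistics, EGR3, FOSB, CXCL2, CXCL8, IL6, DUSP1 and H1-3 were not called (adjusted p from 0.0510 to 0.0746). All of them were called under the unmoderated test that the paper states for the arrays.
In all, 205 probe sets changed after 0.5 hours, 158 upward and 47 downward, which is 116 genes up and 34 down with 1 probe set per gene. In each of the 205 the 3 PDBu arrays all lay beyond the 3 controls, as they did for 18.8% of all tested probe sets, against 10% by chance. The count was 341 with no fold threshold, 101 at a fold above 1.5 and 32 at a fold above 2.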

Upon 0.5 hours of PKC activation, 48 genes were significantly up-regulated, and they are mainly early response genes (e.g. Early growth response 1, 2, and 3, IER2, Fos, JunB, FosB), and cytokines (e.g. CXCL2, IL-8, IL-6, PTX3, CXCL1) (Table 1). Furthermore, 532 genes were significantly changed after 4 hours of the PKC activation. 

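After 4 hours, EREG and MMP9 had the largest rises. EREG, which encodes an EGF receptor ligand (probe set 8095728), rose from 7.98 ± 0.02 to 11.82 ± 0.11 (log2 signal, mean ± SD, n = 3 arrays), a log2 fold change of 3.84 (SE 0.06, adjusted p = 1.2e-09 from limma). MMP9, a gelatinase that degrades basement membrane, rose by 3.70 on the same scale, PTGS2, which encodes cyclooxygenase 2, by 3.35, LIF, a cytokine of the IL-6 family, by 3.32, DUSP6, a phosphatase of ERK, by 3.23, and NRG1, a ligand of ERBB receptors, by 3.03. The chemokine CCL2, which attracts monocytes, rose by 2.94. The largest falls among the named genes, of ANKRD1 (-2.73) and others, are given with the genes of Figure 2. Of the other genes that went down, the Wnt receptor gene FZD2 fell by 1.44, TUFT1 by 1.41, SH3RF2 by 1.39, KIT, the receptor of stem cell factor, by 1.38, and TOX, a nuclear protein of the HMG-box family, by 1.29.
The 4-hour comparison called 1497 probe sets, which is 1370 genes with 1 probe set per gene. In 1488 of the 1497 all PDBu arrays lay beyond all controls, against 31.6% of all tested probe sets and 10% by chance. Of the 42 gene lists, camera called 30 after 4 hours, of which 8 held with an estimated correlation, and 13 after 0.5 hours, of which 4 held. The count of probe sets was 3793 with no fold threshold, 669 at a fold above 1.5 and 227 at a fold above 2.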

The Venn-diagram shown in Figure 1B indicates that 34 of the 48 changed genes after 0.5 hours remained significantly changed after 4 hours. 

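Several of the genes that rose first had returned toward the control level by 4 hours. FOS, whose product pairs with JUN proteins in AP-1, was lower by -1.98 on the log2 scale at 4 hours than at 0.5 hours (SE 0.12, adjusted p = 5.4e-06), DUSP1 by -1.24, HES1, a repressor downstream of Notch, by -1.23, and ZFP36 by -1.24. Other early genes stayed near their 0.5-hour level, among them IL6 (difference 0.21, adjusted p = 0.22), CXCL2 (-0.10, adjusted p = 0.60) and JUNB (-0.14, adjusted p = 0.14), for which the difference between the times did not pass the test. The cytokine genes IL1A and IL1B rose further, by 1.78 and 2.15, and CXCL8 by 1.26. Of the 205 probe sets changed after 0.5 hours, 83 were also changed after 4 hours and 122 were not. Of the 83, 67 were up at both times, 7 were down at both and 9 moved in opposite directions.
EDN1, the precursor of the vasoconstrictor endothelin 1, and CCN1, a matricellular protein, were up at 0.5 hours (0.47 and 0.41) and down at 4 hours (-0.99 and -0.71). HIVEP1, HMOX1, ITGA2, NFATC2 and PMEPA1 were down at 0.5 hours (-0.47, -0.49, -0.38, -0.61 and -0.61) and up at 4 hours (0.89, 0.60, 2.35, 1.66 and 0.99). The 0.5-hour change of EDN1 missed the threshold when any of 6 arrays was left out (highest adjusted p = 0.137), that of ITGA2 with any of 7 arrays left out (highest adjusted p = 0.170), and that of CCN1 without replicate 3 of the 0.5-hour group (log2 fold change 0.37). Under both unmoderated tests of the paper's methods the 0.5-hour changes of EDN1 (adjusted p = 0.127 and 0.198), ITGA2 (adjusted p = 0.130 and 0.271) and NFATC2 (adjusted p = 0.0535 and 0.172) were not called, and under 1 of them those of CCN1 (adjusted p = 0.0667) and PMEPA1 (adjusted p = 0.138). The 3 controls of NFATC2 had the same value (SD 0.00). Both comparisons use the same control arrays. The log2 fold changes of the times correlated at 0.289, against 0.499 for unchanged groups with shared controls. The same sign was seen in 60.0% of probe sets, against 66.7%. The covariance of the log2 fold changes went the other way. It was 0.00966, against 0.00288 for unchanged groups with shared controls (highest of 100 simulations 0.00304). That highest value is no firm bound, since residuals of arrays from different groups were correlated in the data. Replicate 3 of the 4-hour group correlated at 0.462 with replicate 2 of the controls and at -0.432 with replicate 1. Independent lists of these sizes would share 6.44 up and 1.40 down.

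**Figure D1:**
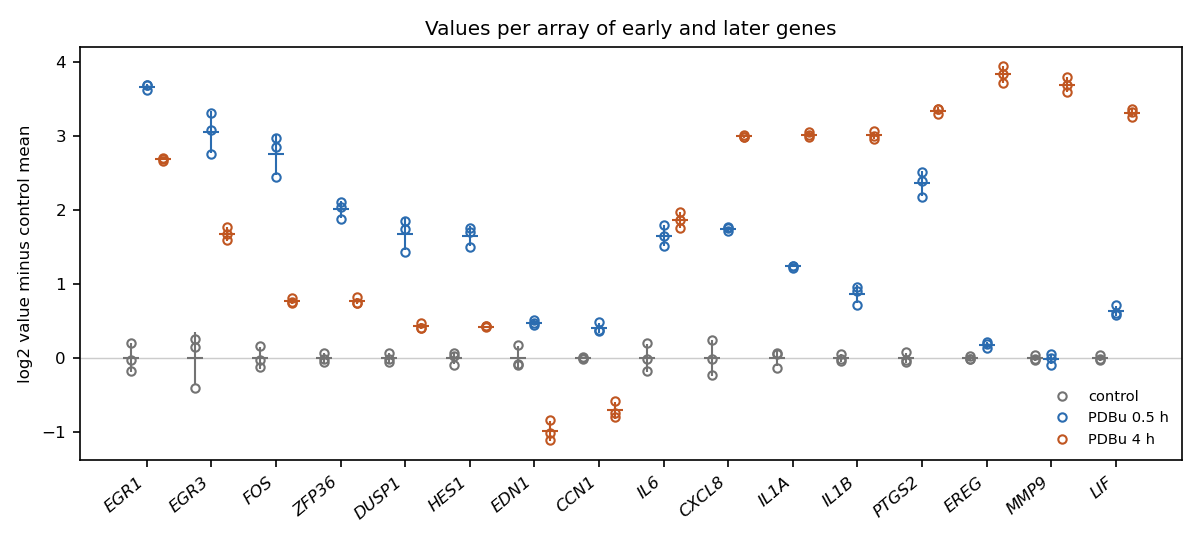
Log2 signal of 16 genes on each array, minus the gene's mean over the 3 controls. Open circles are single arrays, horizontal bars group means and vertical bars SDs (n = 3), with control in grey, PDBu 0.5 hours in blue and PDBu 4 hours in orange. FOS lies higher at 0.5 hours than at 4 hours, and IL1A and IL1B lie higher at 4 hours.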

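Between 0.5 and 4 hours of PDBu stimulation, 1584 probe sets differed (limma contrast of the times), of which 860 were higher and 724 lower at 4 hours. INHBA, which encodes the activin A subunit, was higher at 4 hours by 2.67 on the log2 scale (SE 0.06, adjusted p = 1.6e-08) and TFPI2, an inhibitor of serine proteases, by 2.53. EGR3 was lower at 4 hours by -1.38 and the stress-induced transcription factor gene ATF3 by -0.95. As lists, the NF-kB target genes of adhesion and inflammation moved upward from 0.5 to 4 hours (median 0.73, camera adjusted p = 6.7e-15, and adjusted p = 0.0291 with an estimated correlation). The immediate early genes moved downward (median -0.36, adjusted p = 5.6e-07), as did the mitotic genes (median -0.21, adjusted p = 2.1e-07), but both calls were lost with an estimated correlation (adjusted p = 0.218 and adjusted p = 0.191). Of 42 lists, 30 shifted between the times, and 6 of these with an estimated correlation.
In hierarchical clustering of the 9 arrays over all tested probe sets (1 minus Pearson correlation, average linkage), a division into 2 clusters set the 4-hour arrays apart from the other 6, and a division into 3 clusters gave the control, 0.5-hour and 4-hour groups. The nearest array was of the same group for 9 of 9 arrays.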

Hierarchical cluster analysis further demonstrates that PKC activation has a significant impact on the gene expression profile in a time-dependent manner (Figure 1C). Most of the genes modulated after 4 hours of PDBu stimulation were also up-regulated, as shown in the heat map (Figure 1C). 

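Rises after 4 hours were larger than falls. The median log2 fold change of the probe sets that rose was 0.65 and of those that fell -0.48. SPRY2, a feedback inhibitor of receptor tyrosine kinase signaling, rose 5.60-fold, TNFAIP3, which encodes the NF-kB inhibitor A20, 5.19-fold, and TRAF1, an adaptor of TNF receptors, 4.86-fold. Among the falls were the co-chaperone gene DNAJB4, at 0.418 of control, the inhibitor of differentiation ID3, at 0.490, AJUBA, a LIM-domain protein of cell junctions, at 0.513, and TGFB2, at 0.566. Of the changed probe sets, 864 rose and 633 fell, so that 57.7% were up (95% Clopper-Pearson interval 55.2 to 60.2, which treats probe sets as independent). The share was 75.9% at a fold above 1.5 and 87.7% at a fold above 2, where 199 rose and 28 fell. With no fold threshold it was 44.3%, with 1682 up and 2111 down. Without replicate 3 of the 4-hour group 797 rose and 976 fell (45.0%), and with array weights the share was 49.2%.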

Five significantly up-regulated and down-regulated genes indicated by microarray were validated with RT-PCR. All of them showed similar changes between RT-PCR and microarray data (Figure 2). 

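On the arrays, the 5 genes of Figure 2 that went down were all lower after 4 hours than in control. ANKRD1, a cardiac and stress-responsive ankyrin repeat protein (probe set 7934979), went from 10.08 ± 0.09 to 7.35 ± 0.24 (log2 signal, mean ± SD, n = 3 arrays), a log2 fold change of -2.73 (adjusted p = 2.4e-07 from limma). RAB30, a small GTPase of the Golgi, was at 0.271 of control, BDNF, a neurotrophin, at 0.318, FIGN, a microtubule-severing ATPase, at 0.326, and PIK3C2B, a class II phosphoinositide 3-kinase, at 0.391. After 0.5 hours the log2 fold changes of these 5 genes lay between -0.04 and 0.13 and did not pass the test. Of the genes that went up, IL1A and IL1B, the alarmin and the inflammasome-processed form of IL-1, rose 8.14-fold and 8.07-fold after 4 hours and CXCL8 8.00-fold. MMP8, the neutrophil collagenase, was at 3.58 ± 0.10 in control and 3.62 ± 0.19 after 4 hours (log2 fold change 0.04, adjusted p = 0.86), while MMP9 went from 7.84 ± 0.04 to 11.54 ± 0.10. SDHA, the reference gene of the PCR, was at 12.12 ± 0.01 in control and 12.17 ± 0.04 after 4 hours.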

The top 20 most significantly changed genes after 4 hours of PDBu stimulation are listed in Table 2. 

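Genes of inflammation and of growth factor signaling were among those that rose after 4 hours. PTGS2, the enzyme of prostaglandin synthesis, rose 10.2-fold, LIF 10.0-fold and DUSP6 9.36-fold. INHBA rose 6.88-fold from 9.26 ± 0.11 to 12.05 ± 0.05 (log2 signal, mean ± SD, n = 3 arrays), MTSS1, an actin-binding scaffold protein, 6.86-fold, ESM1, a secreted proteoglycan, 6.51-fold, EGR1 6.45-fold and CCL2 7.68-fold. Of the 20 genes in Table 2, 14 were analysed here, and all 14 passed the test (adjusted p from 1.2e-09 to 7.8e-07 by limma). At 0.5 hours, DUSP6 had risen 2.59-fold. This call held under the unmoderated test that the paper states for the arrays. It was lost under the unmoderated test of the paper's general statistics (adjusted p = 0.0667). At the same time MTSS1 (1.12-fold, adjusted p = 0.46), ESM1 (1.07-fold, adjusted p = 0.68) and MMP9 (0.991-fold, adjusted p = 0.97) had not passed the test. Each of these 4 genes was higher at 4 hours than at 0.5 hours in the contrast of the times (adjusted p at most 1.0e-06).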

Overall, PKC activation induced significant changes in the gene expression profile.

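Changed genes stood beside others that held their level. GAPDH, ACTB and B2M, used as reference genes, had log2 fold changes of 0.00, -0.02 and -0.01 after 4 hours. Of 11 measured reference genes, 0 were called at either time by limma, and 0 by the unmoderated tests of the paper's methods, while 2 had an unadjusted p of at most 0.05 after 4 hours and 0 after 0.5 hours. Of 16 PKC isozymes, related kinases and phorbol ester receptors, 2 rose after 4 hours, PRKCD, which encodes PKCδ, by 0.96 on the log2 scale (SE 0.06, adjusted p = 6.0e-06) and PRKD3, a protein kinase D, by 0.51. RASGRP3, a Ras activator that binds phorbol esters, fell by 0.51, a change that missed the threshold when any of 4 arrays was left out (highest adjusted p = 0.104), under both unmoderated tests of the paper's methods (adjusted p up to 0.223), with all probe sets (adjusted p = 0.0661), with quantile normalization (adjusted p = 0.0501) and with only the 2 groups compared in the model (adjusted p = 0.0754). PRKCA, which encodes PKCα, was at -0.10 (adjusted p = 0.26). The list as a whole was not shifted (camera, adjusted p = 0.788). Over the 3 groups together, 1615 probe sets differed by the moderated F-test.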

**Figure 1:**
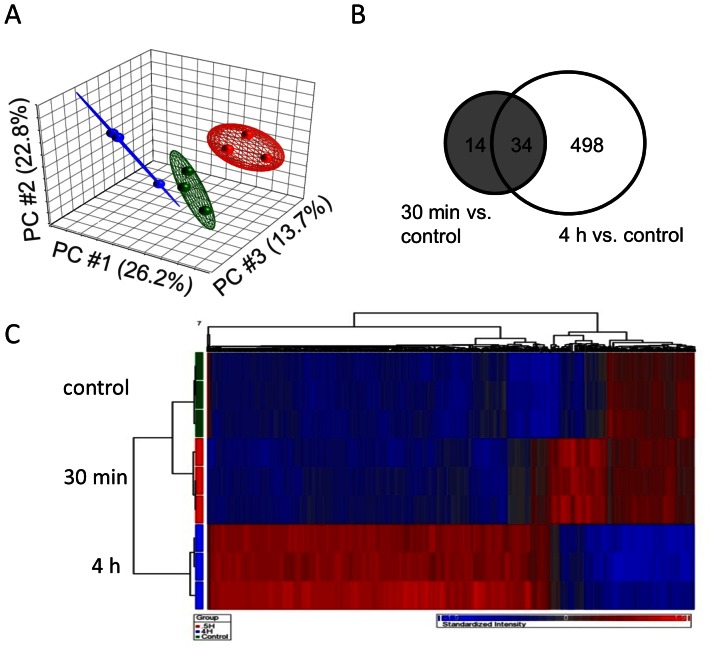
PKC activation-induced gene expression profiles. (A) PCA analysis clearly separates the three groups: control (red), 0.5 hours of PDBu stimulation (blue), and 4 hours of PDBu stimulation (green). (B) Venn diagram shows the differentially regulated genes between the two time points. (C) Hierarchical clustering analysis clustering analysis of differentially expressed genes automatically segregated the three groups, and most of the genes were up-regulated by PKC activation.

**Figure 2:**
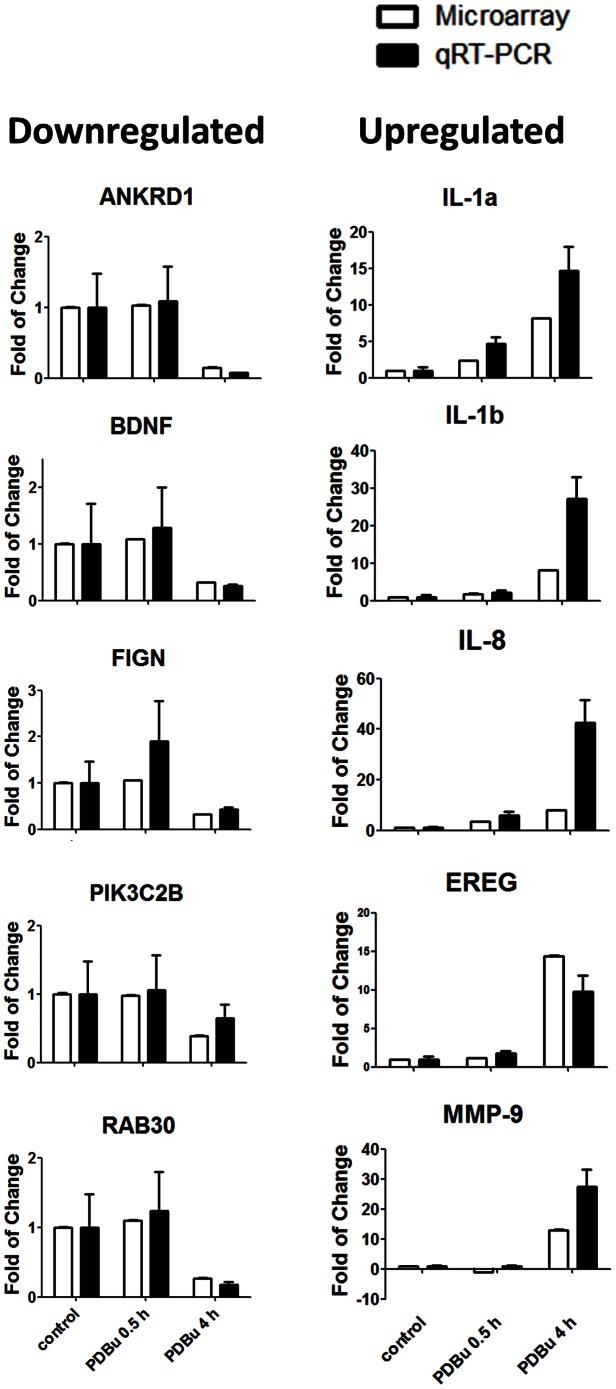
Validating microarray results with quantitative RT-PCR analysis. Five down-regulated (ANKRD1, BDNF, FIGN, PIK3C2B, and RAB30) and five up-regulated genes (EREG, IL-1a, IL-1b, IL-8, MMP-8) were selected from the microarray data and their expression was examined with qRT-PCR. The trends of which the genes are up and down-regulated are similar between microarray and qRT-PCR results. The PCR results were normalized to a housekeeping gene, SDHA.

**Table 1:** The top 20 genes that are significantly changed by 0.5 h PDBu treatment.

gene name	Gene Symbol	RefSeq	p-value	Fold-Change
early growth response 1	EGR1	NM_001964	0.0003	12.768
early growth response 3	EGR3	NM_004430	0.0065	8.316
early growth response 2	EGR2	NM_000399	0.0006	8.212
murine osteosarcoma viral oncogene homolog	FOS	NM_005252	0.0020	6.765
prostaglandin-endoperoxide synthase 2	PTGS2	NM_000963	0.0006	5.153
zinc finger protein 36, C3H type, homolog	ZFP36	NM_003407	0.0003	4.031
chemokine (C-X-C motif) ligand 2	CXCL2	NM_002089	0.0056	3.461
interleukin 8	IL8	NM_000584	0.0044	3.352
dual specificity phosphatase 1	DUSP1	NM_004417	0.0044	3.193
interleukin 6 (interferon, beta 2)	IL6	NM_000600	0.0069	3.151
hairy and enhancer of split 1	HES1	NM_005524	0.0011	3.143
immediate early response 2	IER2	NM_004907	0.0069	3.130
transmembrane protein 88	TMEM88	NM_203411	0.0034	3.104
jun B proto-oncogene	JUNB	NM_002229	0.0003	3.099
dual specificity phosphatase 5	DUSP5	NM_004419	0.0001	2.967
pentraxin-related gene	PTX3	NM_002852	0.0011	2.960
nuclear factor of kappa light polypeptide gene enhancer	NFKBIZ	NM_031419	0.0020	2.906
chemokine (C-X-C motif) ligand 1	CXCL1	NM_001511	0.0069	2.860
FBJ murine osteosarcoma viral oncogene homolog B	FOSB	NM_006732	0.0087	2.821
dual specificity phosphatase 6	DUSP6	NM_001946	0.0072	2.593

**Table 2:** The top 20 genes that are significantly changed by 4 h PDBu treatment.

Gene name	Gene Symbol	RefSeq	p-value	Fold-Change
Epiregulin	EREG	NM_001432	3.96E-06	14.33
matrix metallopeptidase 9	MMP9	NM_004994	6.72E-06	12.97
solute carrier family 16, member 6	SLC16A6	NM_004694	2.24E-05	10.47
prostaglandin-endoperoxide synthase 2	PTGS2	NM_000963	2.28E-05	10.18
leukemia inhibitory factor	LIF	NM_002309	3.31E-06	10.00
dual specificity phosphatase 6	DUSP6	NM_001946	4.24E-05	9.36
glutamine-fructose-6-phosphate transaminase 2	GFPT2	NM_005110	1.67E-05	8.76
MST131	MST131	ENST00000423322	4.74E-05	8.18
interleukin 1, alpha	IL1A	NM_000575	6.95E-06	8.14
interleukin 1, beta	IL1B	NM_000576	1.27E-05	8.07
interleukin 8	IL8	NM_000584	7.06E-05	8.00
chemokine (C-C motif) ligand 2	CCL2	NM_002982	3.58E-04	7.68
serpin peptidase inhibitor, clade B	SERPINB2	NM_001143818	2.97E-06	7.61
amphiregulin	AREG	NM_001657	9.60E-05	7.38
inhibin, beta A	INHBA	NM_002192	1.25E-05	6.88
metastasis suppressor 1	MTSS1	NM_014751	3.20E-05	6.86
ankyrin repeat domain 1	ANKRD1	NM_014391	1.59E-04	-6.65
endothelial cell-specific molecule 1	ESM1	NM_007036	3.20E-05	6.51
colony stimulating factor 2 (granulocyte-macrophage)	CSF2	NM_000758	1.02E-03	6.48
early growth response 1	EGR1	NM_001964	5.31E-05	6.45

### PKC activation modulates genes involved in pathways related to multiple functions, especially inflammatory response and cell death

We then performed DAVID Functional Annotation bioinformatics analysis on genes regulated by 4 hours of PDBu stimulation. The top ten functional terms are shown in Table 3. 

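Beyond cytokines, some genes of the cell surface and its surroundings rose after 4 hours. Of 11 EGF receptor ligands and receptors, 6 rose, among them HBEGF, 2.16-fold, NRG1, 8.18-fold, and TGFA, 1.94-fold (6 when adjusted over the list alone; camera, adjusted p = 1.1e-05, and adjusted p = 0.0244 with an estimated correlation). Of 13 genes of the plasminogen system and serpins, 7 rose, among them PLAU and PLAT, the urokinase and tissue-type plasminogen activators, by 1.25 and 1.38 on the log2 scale, and the thrombin cofactor gene THBD by 1.38 (7 when adjusted over the list alone; camera, adjusted p = 1.8e-08, and adjusted p = 0.0244 with an estimated correlation). Of 20 matrix metalloproteinases and their inhibitors, 6 rose, among them MMP1, 2.55-fold, the membrane-bound MMP14, 1.92-fold, and the inhibitor TIMP3, 2.12-fold (6 when adjusted over the list alone; camera, adjusted p = 0.000409, and adjusted p = 0.0537 with an estimated correlation). Of 14 integrins, 4 rose: the collagen receptor subunit ITGA2, 5.09-fold, the fibronectin receptor subunit ITGA5, 1.97-fold, ITGAV, 1.33-fold, and ITGB8, 2.89-fold (4 when adjusted over the list alone; camera, adjusted p = 1.6e-05, and adjusted p = 0.0938 with an estimated correlation). These lists are counts of measured genes and not the functional terms of Table 3, which were not recomputed here.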

The data was further investigated via Ingenuity Pathway Analysis (IPA). 

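Some genes of the cell cycle and of cell movement changed after 4 hours of PDBu stimulation. Of 25 mitotic genes, 6 fell and 19 did not pass the test (6 fell when adjusted over the list alone). KIF20A, a kinesin of the central spindle, was at 0.628 of control (adjusted p = 1.5e-05 from limma), the spindle checkpoint kinase gene TTK at 0.693, CENPE, a kinetochore motor, at 0.710 and KIF11, which separates the spindle poles, at 0.752. Under the unmoderated t-test, TTK and CCNE1 were not called (adjusted p = 0.0564 and 0.0524). The list was shifted downward by camera (adjusted p = 1.9e-11), a call that was lost with an adjusted p = 0.137 with an estimated correlation. Of 23 DNA replication genes, 1 rose, CCNE1, which encodes cyclin E1 (log2 fold change 0.38), a call lost without replicate 3 of the 4-hour group (0.32) or replicate 1 of the controls (0.37) and with array weights (0.34), and the list was not shifted (camera, adjusted p = 0.180). Of 14 cell cycle inhibitors and G1 cyclins, 4 rose, among them CDKN1A, the gene of the p21 inhibitor, 2.78-fold, CCND1, which encodes cyclin D1, 1.56-fold, and CDK6, 2.17-fold, and 1 fell, GADD45B, at 0.656 (4 and 1 when adjusted over the list alone; camera, adjusted p = 0.0105, and adjusted p = 0.143 with an estimated correlation). Of 17 podosome components, proteins of invasive actin structures, 5 rose, among them the scaffold SH3PXD2B, 1.51-fold, and ADAM19, a membrane protease, 1.37-fold (5 when adjusted over the list alone; camera, adjusted p = 3.6e-06, and adjusted p = 0.137 with an estimated correlation).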

The top five biologically functional networks included (1) cell death, cellular growth, and proliferation, (2) gene expression, (3) cell cycle and cell to cell signaling, (4) cellular movements and (5) immune cell trafficking.

**Table 3:** DAVID Annotation showing top 10 enriched functional terms associated with PKC activation.

Term	Count	p value (Benjamini)
regulation of apoptosis	62	3.69E-12
response to wounding	49	1.99E-12
regulation of cell proliferation	58	5.53E-11
regulation of phosphate metabolic process	43	3.79E-10
regulation of cytokine production	26	8.18E-10
positive regulation of cellular biosynthetic process	51	1.06E-09
regulation of phosphorylation	41	1.23E-09
positive regulation of biosynthetic process	51	1.44E-09
anti-apoptosis	27	1.54E-09
positive regulation of developmental process	31	1.89E-09

The top interaction network generated by IPA was centered on NFκB, which is shown to interact with multiple cytokines (e.g., IL-1, IL-6, TNF), TNFα induced proteins (e.g., PTX3), TNF receptor superfamily members, components of NFκB pathway, and receptors of inflammatory mediators (Figure 3A), suggesting that PKC activation may mediate inflammatory response signals through NFκB pathway. Indeed, increased IκBα degradation was noticed through western blotting after PDBu stimulation (data not shown). 

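Most of the NF-kB genes in the list rose after 4 hours. Of 20 measured NF-kB family members and inhibitors, 15 rose and 5 did not pass the test (15 rose when adjusted over the list alone). NFKB1, which encodes the p105 precursor of p50 (probe set 8096635), went from 10.06 ± 0.06 to 11.65 ± 0.04 (log2 signal, mean ± SD, n = 3 arrays), a 3.01-fold rise (adjusted p = 1.6e-07 from limma), TNIP1, a binding partner of A20, rose 3.27-fold, and NFKBIA, which encodes IκBα, 2.16-fold. The list was shifted upward by camera (adjusted p = 5.7e-20), and adjusted p = 0.0537 with an estimated correlation. Of 26 NF-kB target genes of adhesion and inflammation, 16 rose (16 when adjusted over the list alone; adjusted p = 1.9e-20, and adjusted p = 0.0213 with an estimated correlation). SOD2, the mitochondrial superoxide dismutase, rose 3.50-fold and PTX3, a secreted pattern recognition protein, 5.00-fold. Of 33 receptors of inflammatory mediators, 14 rose and 1, the thrombin receptor gene F2R, fell (log2 fold change -0.55); the counts were 14 and 2 when adjusted over the list alone. IL4R rose 1.90-fold, IL2RG, the common cytokine receptor γ chain, 2.10-fold, IFNGR2 2.08-fold and BDKRB1, the inducible bradykinin receptor, 1.84-fold (camera, adjusted p = 1.8e-08, and adjusted p = 0.0382 with an estimated correlation).

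**Figure D2:**
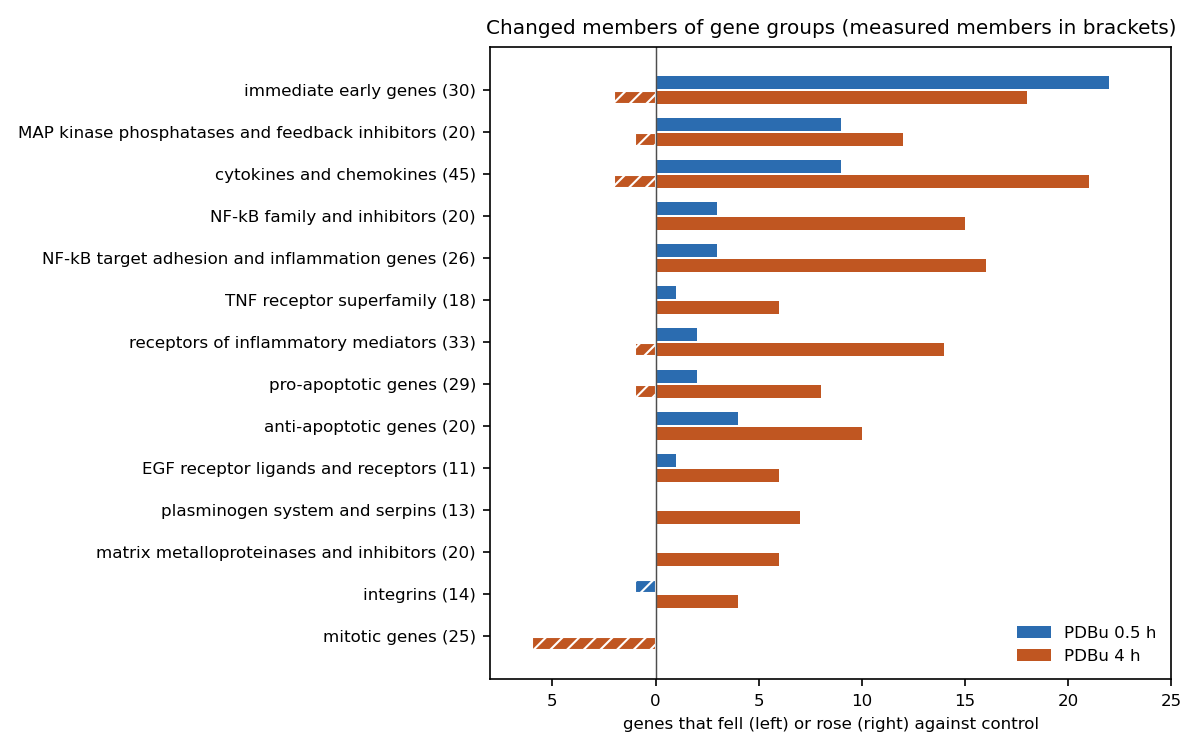
Number of genes of 14 gene lists that rose (bars to the right) or fell (hatched bars to the left) against control at the FDR and fold thresholds, with PDBu 0.5 hours in blue and PDBu 4 hours in orange. The number of measured genes stands in brackets after each name. NF-kB family members and inhibitors went from 3 genes up at 0.5 hours to 15 at 4 hours, and the bar of mitotic genes points left.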

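TNF and some genes of TNF signaling rose in PDBu-stimulated cells. TNF (probe set 8118142) went from 6.31 ± 0.05 in control to 7.17 ± 0.00 after 0.5 hours and 7.62 ± 0.05 after 4 hours (log2 signal, mean ± SD, n = 3 arrays), a 1.81-fold and a 2.48-fold rise (adjusted p = 9.7e-06 and 9.8e-08 from limma). Of 18 measured TNF receptor superfamily genes, 6 rose after 4 hours and 12 did not pass the test (6 when adjusted over the list alone; camera, adjusted p = 5.9e-05, and adjusted p = 0.137 with an estimated correlation). TNFRSF9, a costimulatory receptor, rose 3.07-fold, the TRAIL death receptor genes TNFRSF10A and TNFRSF10B rose 1.88-fold and 2.69-fold, and TNFRSF10D, a TRAIL receptor without a complete death domain, 2.29-fold. TNFAIP8, a TNF-induced gene, rose by 2.31 on the log2 scale (SE 0.08, adjusted p = 1.3e-07), and was at -0.20 after 0.5 hours (adjusted p = 0.38).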

The second network that activation of PKC induced was centered on TNF-α (Figure 3B), implicating that TNFα induced biological signals may be mediated via PKC activation.

**Figure 3:**
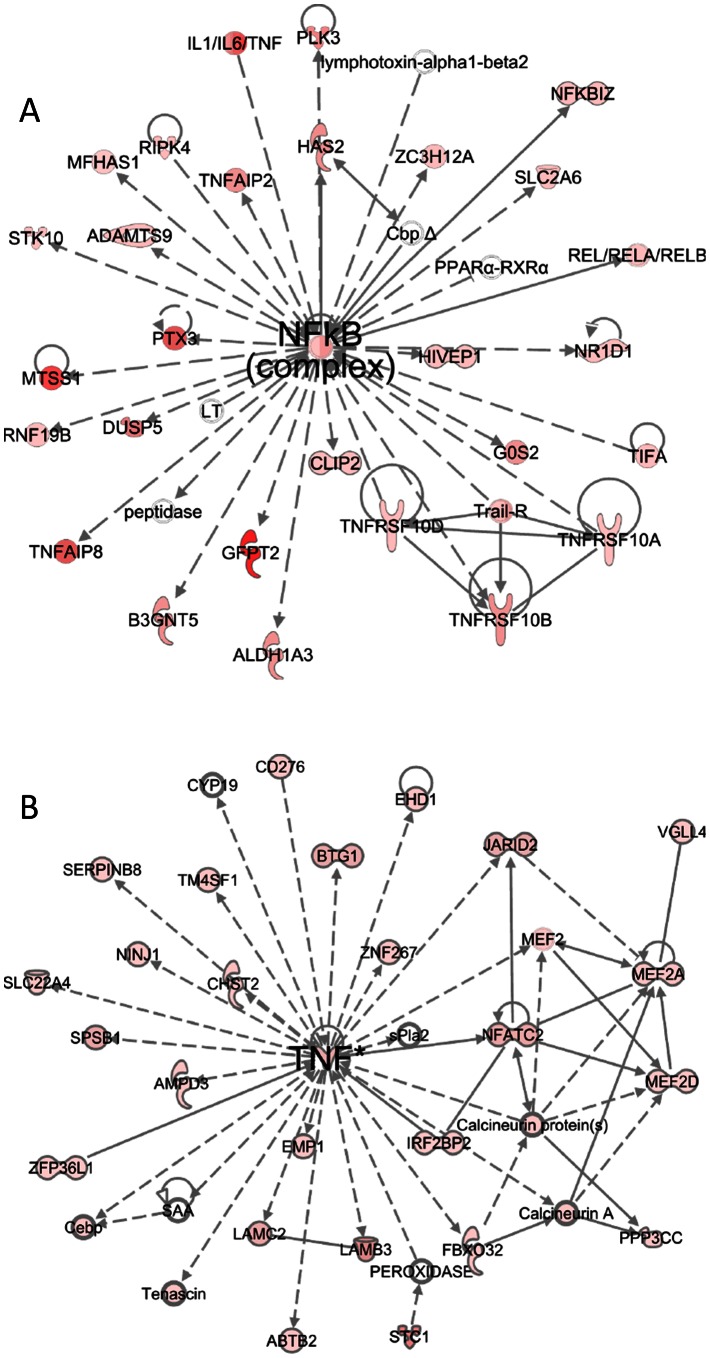
Top two IPA interaction networks suggested by microarray are NFκB and TNF-α. Top two interaction networks generated by Ingenuity Pathway Analysis from significantly regulated genes after 4 hours of PDBu stimulation. The networks were centered on NFκB (A) and TNF-α (B). Both of these networks are closely related to inflammation and cell death.

### PKC activation induces cell death in human lung epithelial cells

Both functional annotation enrichment and interaction networks suggest that activation of PKC leads to the up-regulation of pathways related to inflammatory response and cell death. 

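Some genes that promote and some genes that restrain cell death rose after 4 hours. Of 29 measured pro-apoptotic genes, 8 rose after 4 hours, 1 fell and 20 did not pass the test (8 and 1 when adjusted over the list alone). PHLDA1 rose 2.85-fold, BAK1, a pore-forming protein of the mitochondrial outer membrane, 1.60-fold, and TRIB3, a stress-induced pseudokinase, 1.44-fold, while BCL2L11, which encodes BIM, fell (log2 fold change -0.50). The list had a median log2 fold change of -0.01 and a mean of 0.20, and camera gave an upward shift (adjusted p = 0.0161), a call that was lost with an estimated correlation (adjusted p = 0.340). Of 20 anti-apoptotic genes, 10 rose and 10 did not pass (10 rose when adjusted over the list alone; camera, adjusted p = 1.3e-07, and adjusted p = 0.0537 with an estimated correlation). BCL2A1, a BCL2 relative induced by NF-kB, rose from 5.84 ± 0.16 to 7.58 ± 0.35 (log2 signal, mean ± SD, n = 3 arrays), a 3.33-fold rise. Of 18 p53 target genes, 7 rose (7 when adjusted over the list alone), among them GDF15, a stress-induced cytokine, 3.44-fold, and PLK3, a stress kinase, 3.49-fold (camera, adjusted p = 0.00132, and adjusted p = 0.353 with an estimated correlation). From the enriched terms and the interaction networks, the paper proposes that PKC activation raises pathways of inflammatory response and cell death.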

We further analyzed whether PKC activation can induce cell death in BEAS-2B cells, as inferred by the microarray data analysis. When the cells were treated with PDBu for 4 hours, the level of cleaved caspase-3, activated effector caspase, was significantly increased (Figure 4A). We further treated cells with PDBu and counted viable cells using an automatic cell counter. While PDBu treatment did not affect cell viability within 4 hours, it induced a significant reduction in cell viability after 6 hours (Figure 4B).

**Figure 4:**
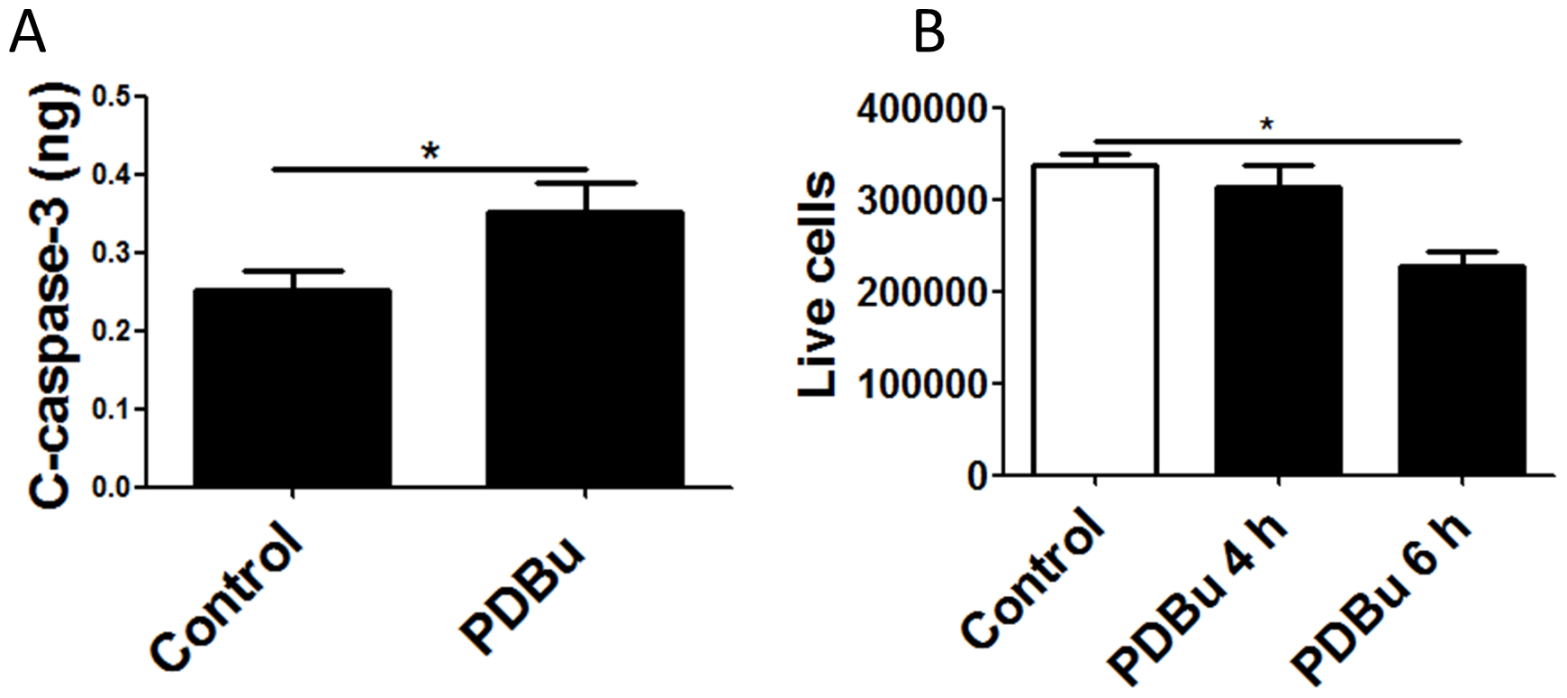
PKC activation induces cell death in lung epithelial cells. (A) The cleaved form of Caspase-3 is significantly increased after 4 hours of PDBu stimulation. (B) The number of live cells was decreased significantly after 6 hours.

### PKC activation increases the gene expression and secretion of multiple cytokines in human lung epithelial cells

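After 4 hours, 21 of the 45 measured cytokine and chemokine genes rose, 2 fell and 22 did not pass the test (21 and 2 when adjusted over the list alone; camera, adjusted p = 5.3e-15, and adjusted p = 0.0136 with an estimated correlation). CCL2 went from 9.62 ± 0.26 to 12.56 ± 0.05 and IL1B from 9.96 ± 0.05 to 12.97 ± 0.05 (log2 signal, mean ± SD, n = 3 arrays; adjusted p = 7.8e-07 and 5.7e-09 from limma). CXCL10, an interferon-induced chemokine that attracts T cells, rose 4.25-fold with a wide spread between arrays (6.67 ± 0.80 in control, 8.75 ± 0.51 after 4 hours; adjusted p = 0.0041), and CXCL11, of the same family, 2.81-fold. Under the unmoderated test of the paper's general statistics neither was called (adjusted p = 0.118 for CXCL10). The one stated for the arrays did not call CXCL11 over all probe sets (adjusted p = 0.0660), a setting chosen after seeing the values. The genes that fell were IL18, an IL-1 family cytokine, and CCL28, a mucosal chemokine (log2 fold changes -0.50 and -0.55). IL12A, a subunit of IL-12, and CCL3, which encodes MIP-1α, did not pass the test (0.06 and -0.01).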

Microarray analysis suggested that the activation of inflammatory response and cytokine production occurs by PKC activation. Thus, we investigated the changes in production of chemokines and cytokines in BEAS-2B cells after PDBu treatment. To determine the overall cytokine profile, the cell-culture medium was screened with cytometric beads array (CBA) that simultaneously detects 42 human cytokines. Among them, 23 cytokines were detected in the culture medium of BEAS-2B cells under control condition (Figure 5A). PDBu stimulation increased production of cytokines at 0.5 hours, and many of them further increased after 4 hours. Fifteen of the 23 cytokines were significantly increased after 4 hours (Figure 5B).

**Figure 5:**
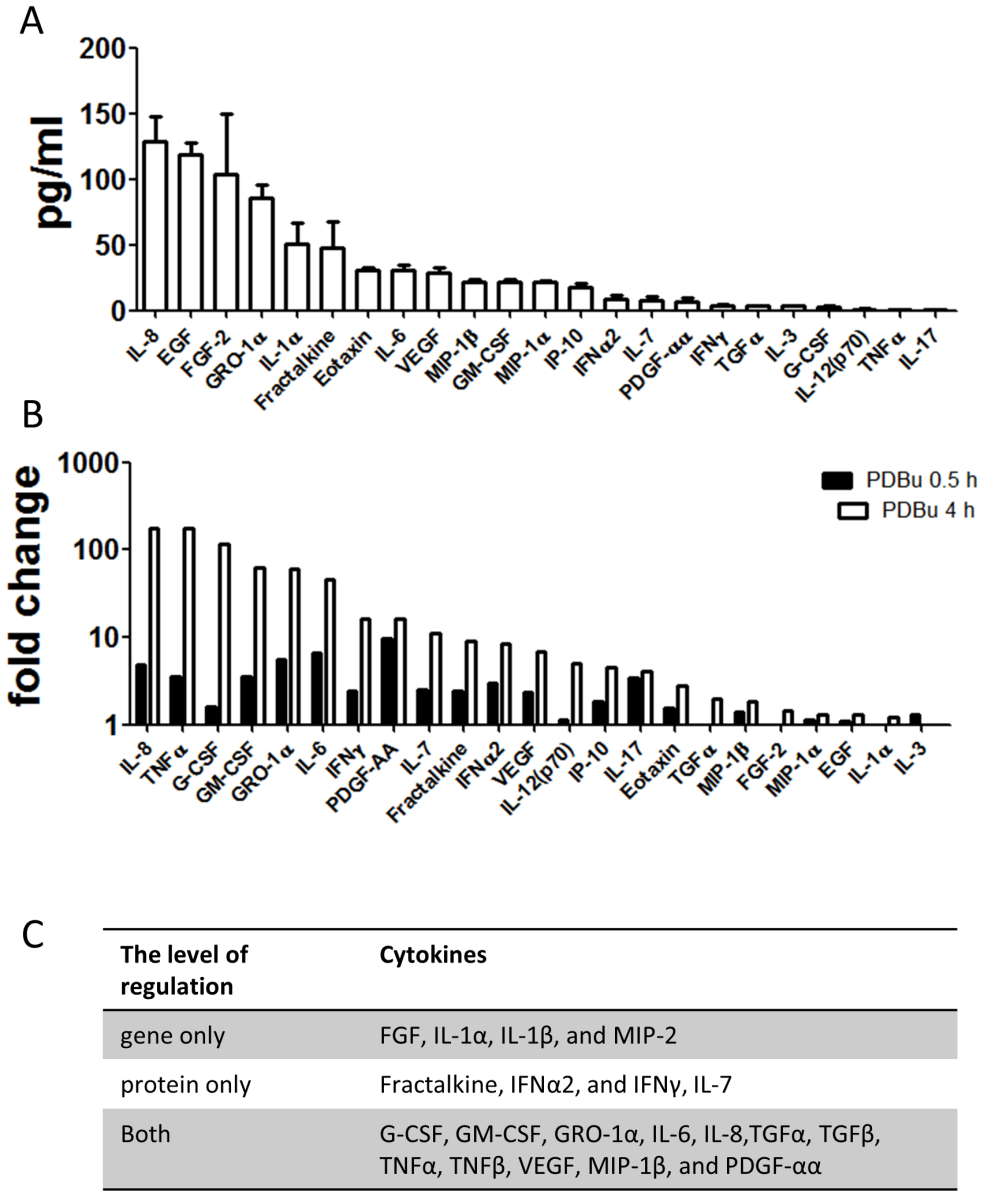
PKC activation increases the secretion of various cytokines. (A) The basal level of cytokines produced by BEAS-2B cells. Twenty-three cytokines were detected by Cytometric Beads Assay. (B) The fold-change of cytokines after PDBu stimulation at two different time points: 0.5 h and 4 h h. (C) These cytokines are differentially regulated at gene and/or protein levels, as determined by comparing the microarray and the cytometric beads data.

We then compared the microarray analysis with the cytokine profile data from CBA, to determine whether the cytokines and chemokine were modulated at the mRNA and/or protein levels. We found that G-CSF, GM-CSF, GRO-1α, IL-6, IL-8, TGFα, TGFβ, TNFα, TNFβ, VEGF, MIP-1β, and PDGF-αα had increased both in mRNA and in protein levels in the culture medium after 4 hours of PDBu stimulation. This suggests that the cytokines were both synthesized and released following PKC activation. In contrast, Fractalkine, IFNα2, IFNγ, and IL-7 were increased in protein level, but not in mRNA level, suggesting that these cytokines were released in response to the PKC activation, but their gene expression was not increased upon PKC activation. 

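Of the genes of the 12 proteins in this group, 11 were measured here, and 9 of them rose after 4 hours. Signal for CSF3, which encodes G-CSF, went from 8.44 ± 0.09 to 9.04 ± 0.18 (log2, mean ± SD, n = 3 arrays). Its log2 fold change was 0.59 (SE 0.09, adjusted p = 0.0014 from limma). This call was lost under the unmoderated test of the paper's general statistics (adjusted p = 0.0677). It held under the unmoderated test that the paper states for the arrays. CXCL1 (GRO-1α), IL6 and CXCL8 rose by 1.70, 1.86 and 3.00, the growth factor genes TGFA, TGFB1, VEGFA and PDGFA by 0.96, 0.56, 1.41 and 1.19, and TNF by 1.31. LTA, which encodes TNFβ, had a log2 fold change of 0.25 with an adjusted p = 0.0062, below the fold threshold. CCL4, which encodes MIP-1β, was at -0.08 (adjusted p = 0.88) with a signal of 4.47 ± 0.31 in control. The list had a median of 1.19 (camera, adjusted p = 7.7e-15, and adjusted p = 0.0206 with an estimated correlation; 9 rose when adjusted over the list alone). As the study chose these genes in part on the same arrays, neither count is independent evidence of the direction. After 0.5 hours 4 of the 11 had risen, CXCL1, IL6, CXCL8 and TNF. All but TNF were not called under the test of the general statistics (adjusted p from 0.0527 to 0.0641). All 4 were called under the unmoderated test stated for the arrays.

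**Figure D3:**
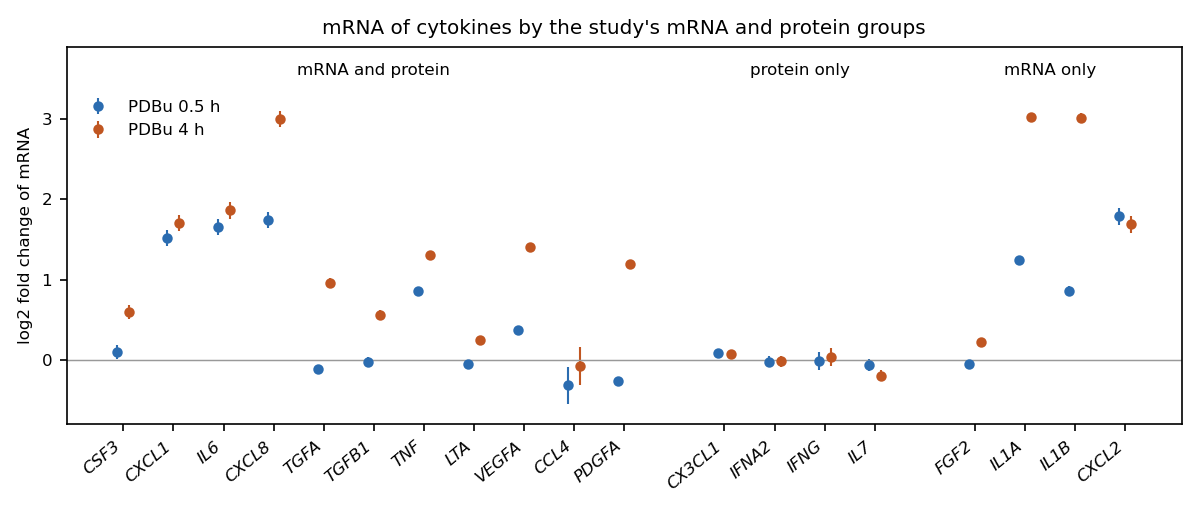
Log2 fold change of mRNA against control for the cytokine genes that the study groups as increased in mRNA and protein, in protein only and in mRNA only. Points are limma estimates and bars their standard errors (n = 3 arrays per group), with PDBu 0.5 hours in blue and PDBu 4 hours in orange. CXCL8 lies higher at 4 hours than at 0.5 hours, and CCL4 lies near 0.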

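None of the 4 genes of these proteins passed the test after 4 hours. CX3CL1, which encodes fractalkine, was at 7.21 ± 0.07 in control and 7.28 ± 0.06 after 4 hours (log2 signal, mean ± SD, n = 3 arrays), a log2 fold change of 0.07 (SE 0.05, adjusted p = 0.46 from limma). IL7, a lymphocyte survival factor, had a log2 fold change of -0.20 (SE 0.07, adjusted p = 0.11). IFNA2 and IFNG, a type I and the type II interferon, had signals of 4.45 ± 0.14 and 4.41 ± 0.09 in control, near the low end of the arrays, and log2 fold changes of -0.02 and 0.04. As a list the 4 genes were not shifted (median 0.01, camera adjusted p = 0.928; 0 when adjusted over the list alone), and their membership in the list was chosen by the study. The count was also 0 with the unmoderated tests of the paper's methods, and 1 of the 4, IL7, had an unadjusted p of at most 0.05.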

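Of 4 cytokine genes, FGF2, IL1A, IL1B and CXCL2, 3 had risen after 4 hours of PDBu stimulation. IL1A went from 8.85 ± 0.11 to 11.87 ± 0.03 (log2 signal, mean ± SD, n = 3 arrays), a log2 fold change of 3.02 (SE 0.06, adjusted p = 3.0e-09 from limma), IL1B rose by 3.01 and CXCL2, a chemokine of the MIP-2 group, by 1.69. FGF2, the basic fibroblast growth factor, was at 10.76 ± 0.08 in control and 10.98 ± 0.05 after 4 hours, a log2 fold change of 0.22 with an adjusted p = 0.013, below the fold threshold. The same 3 genes had risen after 0.5 hours, IL1A by 1.24, IL1B by 0.86 and CXCL2 by 1.79, and FGF2 was at -0.05. Under the unmoderated test of the paper's general statistics, the 0.5-hour changes of IL1B and CXCL2 were not called (adjusted p = 0.0641 and 0.0510). Both were called under the unmoderated test that the paper states for the arrays. As a list the 4 genes had a median of 2.35 after 4 hours (camera, adjusted p = 3.4e-08, and adjusted p = 0.0263 with an estimated correlation; 3 rose when adjusted over the list alone). The study chose these genes on the same arrays, so the count is not independent evidence of the direction.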

Finally, FGF, IL-1α, IL-1β, and MIP-2 were significantly up-regulated in mRNA level, but were not elevated at protein levels. This suggests that the gene expression of these cytokines is up-regulated by PKC activation, but the protein synthesis and/or release may be PKC-independent. These finding are summarized in Figure 5C.

### PKC activation induced production of cytokines may be mediated by different sub-class of PKC isozymes

Both classical and novel PKC isozymes can be activated upon PDBu stimulation. To further dissect which subgroups of the isozymes are responsible for cytokine release, we incubated cells with PKC inhibitors 1 hour prior to PDBu stimulation. Bisindoylmaleimide-1 (Bim-1, 1 µM) and Ro31-8220 (1 µM) are pan PKC inhibitors, while GȌ6796 (1 µM) and rottlerin (1 µM) are specific classical and novel PKC inhibitors, respectively.

All of the cytokines whose production is increased after PDBu stimulation were effectively inhibited by pan PKC inhibitors. G-CSF was significantly reduced by Gö6796, suggesting that classical PKC isozymes are involved in regulating its production (Figure 6A). GRO-1α and IL-7 were significantly blocked by rottlerin, suggesting that their production is regulated by novel PKCs (Figure 6B). IFNα2 and IL-6 were effectively inhibited by either classical or novel inhibitor, suggesting both of the PKC types are involved in the regulation of their production in a cooperative fashion (Figure 6C). In contrast, neither the classical nor the novel PKC inhibitor alone significantly reduced Fractalkine and IL-8 levels (Figure 6D), suggesting that both subclasses may independently regulate their production, thus, complete blockage requires blocking of both pathways. Figure 6E summarizes these findings. To confirm the results from cytometric beads, we then measured a few of the cytokines with ELISA. Furthermore, PKCα and PKCδ siRNA were used as examples to verify the roles of classical and novel PKC isozymes. Each of the siRNA specifically blocked the expression of their target PKC isoforms (Figure 7A). PKCδ but not PKCα siRNA reduced PDBu-induced GRO-1α (Figure 7B). Both PKCα and PKCδ siRNA, when treated alone, significantly reduced PDBu-induced IL-6 (Figure 7C). Moreover, neither PKCα nor PKCδ siRNA reduced PDBu-induced IL-8 (Figure 7D). These results are in agreement with the inhibitor data (Figure 6). However, PKCα downregulation was unable to decrease the PDBu-induced production of G-CSF, which contrasts with the inhibitor study (Figure 7E), suggesting that the production of G-CSF is mediated by other classical PKC isozymes.

**Figure 6:**
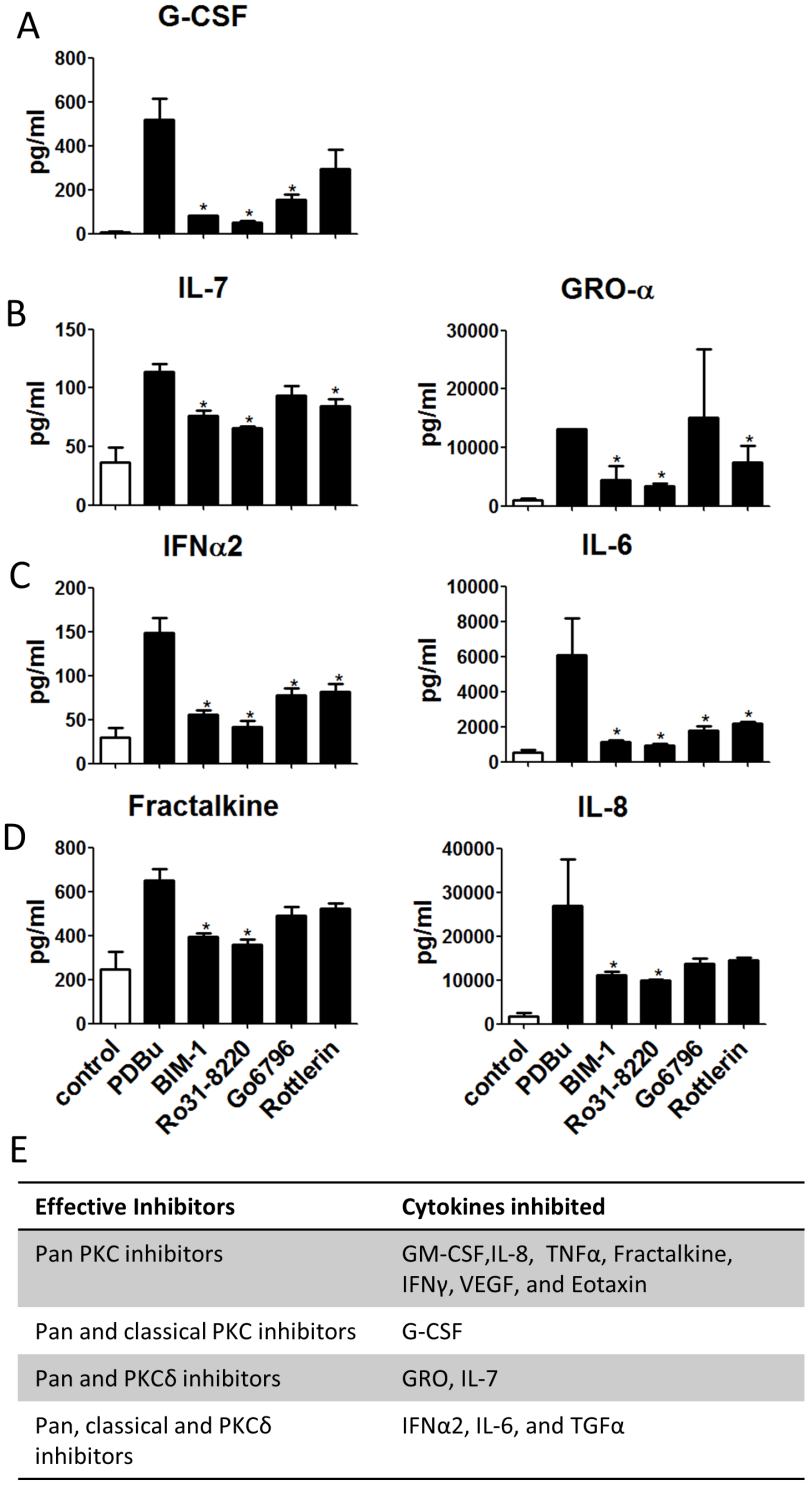
PDBu-induced cytokines were selectively regulated by different PKC sub-class isozymes. (A) G-CSF was inhibited by pan or classical PKC inhibitors. (B) IL-7 and GRO-1α were inhibited by pan PKC or novel PKC inhibitors. (C) IFNα2 and IL-6 are inhibited by pan, classical PKC or novel PKC inhibitors. (D) Fractalkine and IL-8 are inhibited only by pan PKC inhibitors. (E) The table summarizes the selective regulation of cytokines by different PKC subclass isozymes.

**Figure 7:**
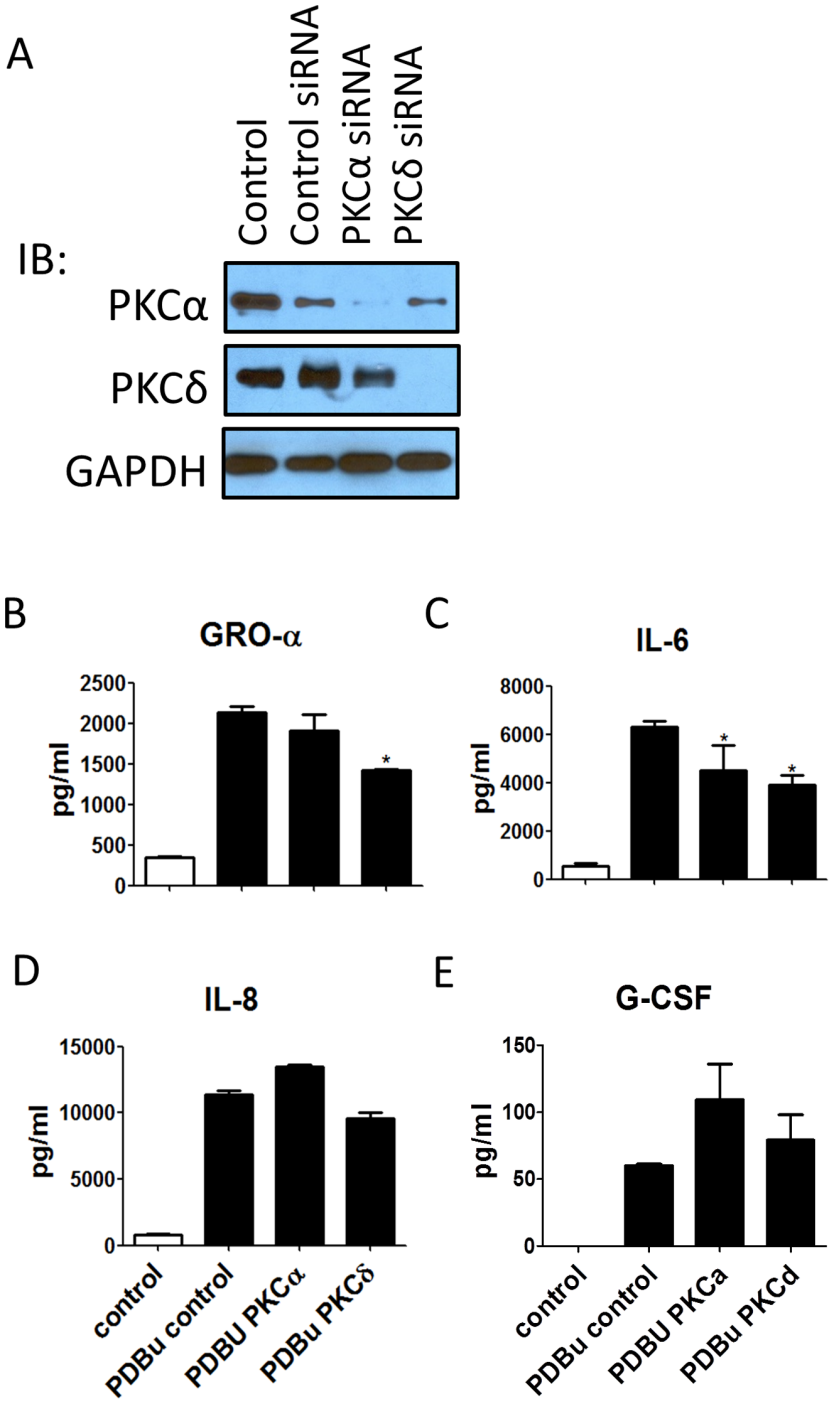
PKCα and PKCδ siRNA were utilized to confirm the inhibitor results. (A) The protein expressions of PKCα and PKCδ were specifically downregulated by their respective siRNAs. (B) PKCδ, but not PKCα siRNA, was able to inhibit the GRO-1α production. (C) Both PKCδ and PKCα siRNA inhibited the IL-6 production. (D) Neither PKCδ siRNA nor PKCα siRNA were able to inhibit the IL-8 production. (E) PKCα siRNA did not reduce the G-CSF production, suggesting that classical PKCs other than PKCα regulate the production of G-CSF.

## Discussion

Although many previous studies have demonstrated that PKC family can be activated by a variety of environmental substances and inflammatory cytokines and is involved in inflammation in the airway, the direct role of PKC in the inflammatory response is largely unknown. In the present study, we addressed this question by bioinformatics approach to determine the PKC-induced cellular responses in human bronchial epithelial cells. We examined the overall change in the gene and cytokine expression profile. Our microarray result shows that PKC activation elicits gene expression changes with multiple cellular functions, particularly genes related to cell death and inflammation. These changes were further manifested by increase in cell death and production of multiple cytokines. Furthermore, classical and novel PKCs regulate the production of various biologically important cytokines in a different fashion.

PKC activation effectively regulates gene expression in human bronchial epithelial cells. Microarray analysis suggests that PKC activation induces change in more than 500 genes. Most of the genes were up-regulated, indicating that the major effect of PKC activation is on gene transcription. Early response genes were up-regulated within the first 0.5 hours of PDBu stimulation. Proteins encoded by these genes are transcription factors that regulate other gene expression. Several genes encoding cytokines are also up-regulated immediately after the PKC activation, indicating that the immediate inflammatory response of airway epithelial cells can be turned on by PKC related mechanisms.

Results from Functional Annotation and Ingenuity Pathway studies support our hypothesis that PKC activation is involved in multiple cellular functions, which include gene expression, wound healing, cell proliferation, metabolic process, cellular movements and immune cell trafficking. However, the most dominant effects of PKC activation in airway epithelial cells are cytokine production and apoptosis. The top IPA interaction network is around NFκB complex, a well-known transcription factor mediating inflammatory responses by controlling gene expression of various pro-inflammatory cytokines, adhesion molecules, and matrix metalloproteinases [19]–[22]. This finding supports other previous observations that various pathogen-induced inflammatory responses are mediated through PKC and NFκB. For example, chitinase is an enzyme produced by a variety of organisms such as insect, parasite, fungus, bacterium, plant and animal. Chitinase activates classical PKC, ERK and NFκB in sequence to synthesize and release IL-8, a pro-inflammatory chemokine, in lung epithelial cells [23]. Moraxella catarrhalise, a bacterial species that exacerbates chronic obstructive lung disease, can also induce IL-8 production by activating PKCα, ε, and θ to augment NFκB-regulated transcription [24]. TNF-α, another important molecule suggested by the interaction network, is a well-known cytokine that initiates inflammation, immune response and cell death [25]–[27]. It has been reported that TNF-α induced ICAM-1 expression in human airway epithelial cells is mediated through a pathway regulated by PKC and NFκB [28]. The functional annotations revealed that genes related to both apoptosis and cell proliferation are turned on by PKC activation. When cells are under stress, both death anti-death signals can be activated. The balance between these signals ultimately determines the fate of the cells. For instance, NFκB has been suggested to play a dichotomous role in apoptosis by either inducing cell death through up-regulating FasL production, or by inhibiting cell death through suppression of caspase-8 and regulating Akt pathways [29]–[31]. Also studies have suggested that TNFα may also play a role in cell proliferation and anti-apoptosis. Thus we further validated PKC activation modulation of cell survival via two separate tests that determines cell viability. Among different pathways of programmed cell death, Caspase mediated cell death is the most prevalent in many biological systems [32], [33]. We found that cleaved caspase-3 increased significantly after 4 hours of PKC activation. The number of viable cells significantly reduced 6 hours after PKC activation. This confirms that PKC activation leads to programmed cell death as suggested by the microarray analysis.

As demonstrated by CBA, human bronchial epithelial cells can produce various cytokines, chemokines and growth factors. Most cytokines levels were elevated by PKC activation, and almost all of the increased cytokines are pro-inflammatory. All of the top elevated cytokines (i.e., IL-6, IL-8, GM-CSF, IFNγ) are related to innate immunity, indicating PKC activation is crucial for the initial defence mechanism in the airway against pathogens [34]–[38]. Notably, one of the growth factors that were significantly up-regulated after PKC activation is PDGF. PDGF has been reported to be secreted in response to thrombin and induces lung and airway remodelling [39]. We also found although most of cytokines can be increased by PKC activation at both mRNA and protein levels, some of the cytokines were elevated only at the mRNA level, while some others only at protein level. Inhibitor study suggests that these cytokines and chemokines are differentially regulated by sub-class PKC isozymes. Although these studies are preliminary, it shows the complexity of inflammatory responses, whereby each inflammatory cytokine is regulated by different pathways. It also demonstrates that the functional genomic studies are powerful tools allowing one to examine the overall mechanisms in a comprehensive approach.

In summary, PKC activation alone initiates gene expression related to multiple cellular functions, especially to cell death and inflammatory responses in airway epithelial cells. The fact that different PKC isozymes differentially regulate various cytokines at mRNA and/or protein levels shows the complexity of regulation on inflammatory responses. Further studies can elucidate these mechanisms and their specific downstream pathways to help develop new therapies for airway diseases related to inflammation induced by different pathogens or acute immune response.

## Supporting Information

Figure S1 PDBu treatment (500 nM) rapidly induced translocation of PKCα from cytosol to membrane fraction (top) and increased phosphorylation of various PKC isozymes (bottom).
(TIF) Click here for additional data file.

Table S1 The primers sequence used for qRT-PCR to validate microarray analysis.
(TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

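RNA from BEAS-2B cells was measured on 9 Affymetrix Human Gene ST 1.0 arrays, 3 biological replicates each of control cells and of cells stimulated with 500 nM PDBu for 0.5 hours or 4 hours. The authors imported the CEL files into Partek and pre-processed them with RMA (background correction, quantile normalization and a log2 summary per probe set), and the deposited log2 values were used without further normalization. The versions of these tools are not stated in the methods. Of 33297 probe sets, 21214 were paired with at least 1 gene symbol and tested, 19460 of them with exactly 1, and 12083 without a symbol entered only the alternatives that use all probe sets. For tests of single genes and gene lists, 18417 genes were each represented by the brightest probe set paired with that gene alone. Some genes are not reported here. Values equal in every deposited digit (tolerance 0) over all 3 arrays of at least 1 group occurred in 1053 probe sets, of which 4 were called at 0.5 hours and 13 at 4 hours.

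Tests were made in R 4.3.3 with limma 3.58.1. A linear model with 1 mean per group was fitted to all 9 arrays, variances were moderated with eBayes (6 residual and 3.28 prior degrees of freedom), and contrasts compared 0.5 hours with control, 4 hours with control, and 4 hours with 0.5 hours. P-values were adjusted by Benjamini-Hochberg over all tested probe sets in each comparison, and a probe set was called changed at an adjusted p of at most 0.05 and a fold above 1.3. A moderated F-test over the 3 groups used the same thresholds. Gene lists, 42 in number, were written by hand, most of them from general knowledge of the gene families. The study's own grouping of cytokines was followed in 3 lists. The lists of growth factors of the bead panel and of its other detected proteins drew on the study's bead panel. Some lists hold genes of Tables 1 and 2, which come from the same arrays. All 42 lists were tested with camera at an inter-gene correlation of 0.01, and again with a correlation estimated for each list and with fry. Principal components were computed from centred, unscaled values, and arrays were clustered by average linkage on 1 minus the Pearson correlation. Figures were drawn with Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9.

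The procedure was tested on simulated data, normal noise around the mean levels of the probe sets, with SDs drawn from the residual SDs of all probe sets. At simulated folds of 1.5, 2 and 4, the share of changed probe sets recovered in the right direction was 86.6%, 97.0% and 100% for 0.5 hours and 85.1%, 100% and 100% for 4 hours, with 4 and 2 false calls. Of 11 lists shifted by 0.5 on the log2 scale, 11 were called, and of 19 lists without a shift 0 were called. The noise was set by means and SDs, with no correlation between genes built in. In the real data the interferon-stimulated genes had an estimated correlation of 0.440. The 0 of 19 therefore does not bound false list calls in the real data. Alternatives varied the probe sets tested, a filter on dim probe sets (below the 25th percentile), the normalization, the variance model, array weights, a block for replicate number, the fold and FDR thresholds, and the arrays included. Protein, viability and inhibitor experiments, functional terms and interaction networks were not analysed here.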

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

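The tests of the interferon, histone and small RNA patterns in this part were chosen after the result was seen, as were the groups of histone, small nucleolar RNA and microRNA genes, while the comparison of the times and the splits of the arrays were planned.

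CCN1, a matricellular protein, and EDN1, the endothelin 1 precursor, were lower after 4 hours than after 0.5 hours (log2 differences -1.12 and -1.46, n = 3 arrays per group). HIVEP1, HMOX1, ITGA2, NFATC2 and PMEPA1 were higher (1.36, 1.09, 2.73, 2.27 and 1.60). These genes drew a closer look because the limma contrast of the times called them and their changes against control had opposite directions. The same contrast called 1584 probe sets and 132 of the genes selected by the naming rule, not all of which appear in the text. By camera, 30 gene lists were called, 6 of them with an estimated correlation. The 0.5-hour calls of 5 of these 7 genes, all but HIVEP1 and HMOX1, were lost under at least 1 of the unmoderated tests of the paper's methods.

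Some genes of several further groups changed against control. After 0.5 hours, 8 of 189 genes in the microRNA class, which includes some host genes, rose. Among them were MIR221 and MIR222, which are transcribed together, by 1.93 and 1.22, MIR24-2 by 1.31, MIR29A by 1.13, MIR21 by 0.76, MIR27A by 0.74 and MIR25 by 0.60 on the log2 scale. After 4 hours, 5 of 11 genes in the list headed hyaluronan and hexosamine synthesis rose (5 when adjusted over the list alone; camera, adjusted p = 6.3e-08, and adjusted p = 0.0206 with an estimated correlation). Among them was the hyaluronan synthase gene HAS2, by 1.45. The list was written by hand and also holds B3GNT5, a glycosyltransferase, which rose by 1.49. The rises of 7 plasminogen system genes and the falls of 6 mitotic genes at 4 hours were flagged too. The paper touches on both, with cell cycle among its top networks and the serpin SERPINB2 in Table 2. Of the probe sets without a gene symbol, 62 changed after 0.5 hours and 199 after 4 hours, counted with all probe sets adjusted together.

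Interferon-stimulated genes rose after 4 hours in 9 of 28 cases (12 when adjusted over the list alone), among them RIGI, a sensor of viral RNA, by 1.10 on the log2 scale, but the shift of the list (camera, adjusted p = 1.3e-06) was lost with an estimated correlation (adjusted p = 0.367). They also differed between arrays of the same group, with median deviations from the group mean of 0.25 in replicate 2 of the controls, 0.14 in replicate 3 of the 4-hour group and 0.05 in replicate 3 of the 0.5-hour group, and of -0.19 to -0.01 in the other 6; the leading component of the within-group deviations of all tested probe sets (46.6% of that variance) had positive loadings in these 3 arrays with and without the list, which loaded highest of 42 lists (1.58 SD, the next 0.72). A trend with signal intensity was argued against as the whole cause, since the median difference of the list between these 3 arrays and the other 6 was 0.22 before and 0.19 after each array's trend was removed, against -0.04 to 0.05 in lists of matched signal. A mislabelled array was argued against too, since each of the 3 arrays lay nearer to the other arrays of its own group at 78.3% or more of the probe sets called changed when that array was left out; the lowest value was that of replicate 3 of the 4-hour group. No biological explanation was tested.

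Of 63 histone genes in the H1, H2A, H2B, H3 and H4 families, 14 fell, 0 rose and 49 did not pass the test after 0.5 hours by limma, with a median of -0.26, and after 4 hours 7 fell with a median of -0.20. A trend with signal intensity was argued against, since lists of matched signal had medians between -0.03 and 0.02. A single transcript measured by many near-identical probe sets was argued against by 4 of 5 families with medians under those of matched lists, a test that took this form after the family medians were seen, and the H1 family (-0.02) lay within them. The stimulation and a different recovery of RNA between groups stay open for the fall, as untested.

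Small nucleolar RNAs of the C/D box class, which guide the methylation of ribosomal RNA, rose in 14 of 115 cases after 0.5 hours and fell in 6, all 6 of them SNORD116 copies. All 14 were lower at 4 hours than at 0.5 hours in the contrast of the times, and 0 of the 14 were called against control at 4 hours by limma. A different recovery of short RNA between groups would shift other short RNAs too, and medians lay above those of lists of matched signal in 2 of 3 other classes, the 77 H/ACA and Cajal body RNAs (7 rose and 1 fell; median 0.06, against -0.02 to 0.03) and the 189 microRNA genes (0.03, against 0.00 to 0.02). The microRNA class also holds the host genes MIR31HG and MIR503HG, and MIR221 was read above as a primary transcript. The median of this class is therefore not that of short RNA alone and cannot decide on its recovery. Whether probe sets of the other classes report short RNA or longer transcripts was not tested. The 18 Y, U and 7S RNAs, of which 1 rose and 1 fell, lay within theirs (-0.02, against -0.03 to 0.05), and the 20 SNORD116 copies lay under theirs (-0.24, against -0.03 to 0.05). The stimulation and the recovery of short RNA therefore cannot be told apart for this rise, since the other classes moved apart.

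Other splits of the same arrays were tried for each count. For control against 0.5 hours, control against 4 hours and 0.5 against 4 hours, only 10 splits exist, too few for a share under 0.05; the real splits called 205, 1497 and 1584 probe sets and the highest other split called 0 each time, so 1 split of 10 reached the real count. The same holds for the gene lists, where the real splits called 13 at 0.5 hours and 30 at 4 hours and the highest others 9 and 17. For the F-test over 3 groups, 1 of 100 splits, the real one, reached 1615, and the highest other gave 1329, so chance can be excluded. The overlap of 83 was reached by 2 of 100 assignments, the real one included, but 91 of the 99 others called no probe set in either comparison, so these splits do not show whether chance gives such an overlap; the other one that reached it gave 1211, several times the real count, which points to a structure of the samples, since it put the 4-hour arrays in the place of the controls.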

How the results depend on the processing

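The settings with all probe sets under ANOVA, with the closest thresholds of a scan, with all probe sets scaled, with the within-group component as a covariate and with 3 arrays left out together were chosen only after the result was seen. The share of 4-hour changes that went up changed its side of 50% under 3 settings chosen in advance: without replicate 3 of the 4-hour group, with array weights and with no fold threshold. The naming rule selected genes with 334 values, and not all of these genes appear in the text. Of the 334 values, 192 were called. Of these, 50 lost the call under at least 1 other setting chosen in advance, 14 when 1 array was left out, and 0 changed direction. The median change of all probe sets was at most 0.01 in size, both as deposited and with arrays centred on their medians. With replicate number as a block the counts were 204, 1497 and 86 shared; the residuals of arrays with the same number correlated at -0.358 to 0.418, above 0.1 in 5 of 9 pairs, and 2 of 9 arrays matched their own number best in both other groups, so a weak pairing was neither shown nor excluded.

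The share of 4-hour changes that went up was 57.7%. It was 62.9% with median-centred arrays, 61.1% with the ANOVA that the paper states for the arrays and 71.0% with the t-test of its general statistics. With array weights it was 49.2%, with no fold threshold 44.3%, at folds above 1.5 and 2 75.9% and 87.7%, and at an FDR of 0.01 61.5%. When 1 array was left out it ranged from 45.0% (without replicate 3 of the 4-hour group) to 65.1% (without replicate 1 of that group). In the settings chosen later it was 61.8% with ANOVA over all probe sets, 80.7% with the closest thresholds of the scan and 51.7% with 3 arrays left out.

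Counts of changed probe sets at 0.5 hours, at 4 hours and at both were 38, 980 and 32 with the t-test, adjusted by Benjamini-Hochberg. They were 341, 3793 and 194 with no fold threshold (4141 between the times and 4210 by the F-test), 101, 669 and 49 at a fold above 1.5 (690 and 732), and 32, 227 and 20 at a fold above 2 (213 and 239). The closest thresholds of the scan gave 48, 561 and 34 (625 and 587), and 136 changed at 0.5 hours with 3 arrays left out.

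With an estimated correlation between genes, the 4-hour shifts of the NF-kB family, the TNF receptor superfamily, the pro-apoptotic and the anti-apoptotic genes had adjusted p = 0.0537, 0.137, 0.340 and 0.0537 by limma's camera, and without the 3 arrays the pro-apoptotic genes had adjusted p = 0.0526. Over all lists and both comparisons, 31 of camera's calls were lost in the setting with an estimated correlation. The size of the correlation does not account for all of these losses. The matrix metalloproteinase list at 4 hours had an estimated correlation of 0.00919, below the preset 0.01. Its adjusted p still went from 0.000409 to 0.0537. What else in this setting weakens a call was not tested. The fry test, which sets a list against no change and not against the other genes, did not call 2 of the lists that camera called and called 5 that camera did not. Principal component 1 held 31.2% with scaled probe sets, 36.6% with all probe sets and 26.2% with both.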

Differences from the paper's values

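The ANOVA over all probe sets, the scan of other thresholds with an ANOVA (over all probe sets or those with a symbol) and the scaled components of all probe sets were chosen only after the result was seen, while the other settings compared here were set before the data were examined.

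At the thresholds the paper states (FDR at most 0.05, fold above 1.3), 205 probe sets changed at 0.5 hours against the paper's 48 genes, 1497 at 4 hours against the paper's 532, and 83 at both against the paper's 34. The ANOVA of the paper's methods gave 155, 1333 and 66 at these thresholds, and over all probe sets, chosen after seeing the values, 161, 1381 and 66. The paper counts genes and the values here count probe sets. At 0.5 hours the settings within 1.5 times the paper's count were the t-test with the adjustment added here (38) and a fold above 2 (32). At 4 hours it was a fold above 1.5 (669), and for the overlap the t-test (32) and a fold above 1.5 (49). None of the other settings chosen in advance came that near for these counts. Of 40 combinations of thresholds and probe sets scanned with an ANOVA, 5 came that near all 3 of the paper's counts. An ANOVA over all probe sets at an FDR of 0.01 and a fold above 1.5, chosen after seeing the values as the closest, gave 48, 561 and 34 and drops 0 of the 19 genes of Table 1 and 0 of the 14 genes of Table 2 analysed here. At an FDR of 0.005 and a fold above 1.3, also chosen after seeing the values, it gave 34, 701 and 27 and drops 7 and 0 of these genes. Over the probe sets with a symbol, the other 3 combinations, likewise chosen after seeing the values, gave 44, 560 and 33 at an FDR of 0.01 and a fold above 1.5 (drops 0 and 0), 46, 750 and 36 at an FDR of 0.005 and a fold above 1.3 (drops 1 and 0) and 40, 496 and 31 at an FDR of 0.005 and a fold above 1.5 (drops 1 and 0).

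Principal components 1 and 2 held 57.2% and 14.8% of the variance, against the paper's about 26% and about 23% (Fig. 1A, read by eye). For component 1 the settings within 1.5 times were scaled probe sets (31.2%) and all probe sets (36.6%), and the others were not. For component 2 they were scaled probe sets (24.1%), all probe sets (16.3%) and the removal of any of 6 single arrays (15.9% to 16.6%); median-centred arrays, dim probe sets left out and the removal of any of the other 3 arrays were not. All probe sets scaled to unit variance, a setting chosen after seeing the values, gave 26.2%, 22.8% and 13.7% for the first 3 components, which match the axis labels; no gene is called from components, so it drops 0.

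Fold changes of the 19 and 14 genes of Tables 1 and 2 analysed here were the same as the paper's to within 0.000537 and 0.00477. The p columns of both tables matched ANOVA p-values adjusted over all probe sets for 19 of 19 and 14 of 14 genes, to a relative tolerance of 0.02 or, in Table 1, to the rounding of its printed values.

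The paper describes the genes changed at 0.5 hours as up-regulated, while 158 probe sets rose and 47 fell here; with the ANOVA of the paper's methods 125 rose and 30 fell, with the t-test 35 rose and 3 fell, and at a fold above 2 all 32 rose. With the closest thresholds of the scan, chosen after seeing the values, 46 rose and 2 fell, and this setting drops 0 of the 19 and 0 of the 14 table genes. For the 4-hour changes the paper says that most went up. The share here was 57.7%, and with the ANOVA that the paper states for the arrays 61.1%. With a t-test, which stands only in the paper's general statistics and was adjusted here, it was 71.0%. At folds above 1.5 and 2 it was 75.9% and 87.7%. With the closest thresholds of the scan, chosen after seeing the values, it was 80.7%, and this setting drops 0 of the table genes. The share was under 50% without replicate 3 of the 4-hour group (45.0%), with no fold threshold (44.3%) and with array weights (49.2%). Of the 11 cytokine genes that it lists as raised in mRNA and protein and that were analysed here, 9 rose, and LTA (0.25) and CCL4 (-0.08) were not called; LTA passes the FDR when no fold threshold is set. FGF2, listed as raised in mRNA, had a log2 fold change of 0.22, likewise called only with no fold threshold, while IL1A, IL1B and CXCL2 rose. The legend of Figure 2 names MMP8, which had a log2 fold change of 0.04 here at a signal of 3.58 in control, under the 25th percentile of each array (6.10 to 6.22), while MMP9 rose by 3.70.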

Other observations

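The reading of single genes in this part was chosen only after the result was seen, while the gene lists and their tests were planned.

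Of 20 MAP kinase phosphatases and feedback inhibitors, 12 rose, 1 fell and 7 did not pass the test after 4 hours (12 and 1 when adjusted over the list alone; camera, adjusted p = 7.5e-16, and adjusted p = 0.0537 with an estimated correlation). DUSP5, a nuclear phosphatase of ERK, rose by 2.15 on the log2 scale and SPRY4, a Sprouty inhibitor, by 2.21. Of 30 immediate early genes, 18 were up after 4 hours and 2 were down (18 and 2 when adjusted over the list alone; camera, adjusted p = 2.0e-09, and adjusted p = 0.230 with an estimated correlation). Of 25 hypoxia and glycolysis genes, 6 rose, among them NDRG1, a hypoxia-induced gene, by 1.05 and the glucose transporter gene SLC2A3 by 0.94 (6 when adjusted over the list alone; camera, adjusted p = 0.00527, and adjusted p = 0.437 with an estimated correlation).

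Some targets of YAP and of TGF-beta moved in both directions after 4 hours. Of 23 YAP and TAZ target genes, 3 rose and 4 fell (3 and 4 when adjusted over the list alone), and the list was not shifted by camera (adjusted p = 0.544). Of 18 TGF-beta and SMAD target genes, 6 rose and 3 fell (6 and 3 when adjusted over the list alone; camera, adjusted p = 0.462), with BHLHE40, a transcriptional repressor, up by 1.29 and the inhibitor of differentiation ID3 down (-1.03). Of 15 leukocyte markers, 0 were called at 4 hours by limma, by the ANOVA or by the t-test, and 2 had an unadjusted p of at most 0.05.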
